A study of Mus musculus with 6 samples.

How the data were processed

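The study profiled RNA from mouse lung fibroblasts that were grown out of digested lungs and kept untreated (control, 3 samples) or exposed to recombinant mouse DKK1 at 30 ng/ml for 24 hours (3 samples), per the labels' protocols. Total RNA was taken with TRIzol and cleaned on a column, per the labels' protocols. One table of the whole series was used. It holds RSEM expected counts per gene for each of the 6 samples, going by the name of the deposited file and its gene and transcript identifier columns. RSEM is a program that divides reads matching several transcripts or genes among them by an estimated likelihood, so its expected counts need not be whole. In the deposited columns, from 9.62% to 10.6% of all gene values were not whole numbers. The deposited expected counts were not scaled, since the column totals differed, from 22565917 to 34727102. The aligner, its version, the genome build, the annotation release, the strandedness of the libraries and any filter are stated neither in the file header nor in the labels. Each sample had its own column, matched by the name given in that sample's description in the labels, and no other column of per-sample values was used.

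The table gives Ensembl gene identifiers without symbols. Symbols came from a supplied reference table that pairs identifiers with symbols, in which 45143 of the 45706 identifiers (98.8%) were found. Gene types, overlaps between genes, transcript lengths and GC contents came from GENCODE release M21 (mouse assembly GRCm38), whose transcripts include 98.7% of the transcript identifiers in the table. Because no build is named for the deposited values, no coordinates are given. Where counting without regard to strand would mix genes that overlap on opposite strands, the values of both are uncertain.

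Expected counts were rounded to whole numbers, because the count model requires them, and tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10, which left 14635 genes holding over 99% of the counts of each library. Libraries were scaled with TMM factors. The 3 DKK1 samples were compared with the 3 control samples by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, two-sided), with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes are approximate: the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM, each count scaled to the total of the whole library, as mean ± SD over 3 libraries. The depth sets a floor: 3 counts, the smallest number read here as signal, correspond to 0.0864 CPM in the deepest library and 0.133 CPM in the shallowest. Such floors cover counting error only, and reads amplified by PCR without molecular identifiers are not independent molecules.

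The labels number the replicates 1 to 3 in both groups. The pairing used below comes from these numbers in the sample titles; the labels do not say what a number stands for. The tests of genes and of gene lists were therefore run without and with the replicate number as a block in the same edgeR model. Whether the numbers pair the samples was checked by correlating, across genes, the deviations of same-numbered samples from their group means, and by refitting the block under the 5 crossed pairings.

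The following 5 lists of genes, lists of markers of lung cell types, the rule for naming genes and the first group of alternatives below were fixed before the data were examined. The lists tested were Wnt target genes, matrix and contractile genes, inflammatory mediators, cell cycle genes and interferon response genes. Each list was tested with camera (limma 3.58.1, two-sided, preset inter-gene correlation of 0.01), which asks whether the genes of a list moved more than the other genes, with Benjamini-Hochberg adjustment over the 5 lists. A median log2 fold change and the number of genes moving each way give the size of the effect. The genes named in the text were chosen by a rule: up to 6 genes in each direction with the largest absolute log2 fold change among called genes with a mean of at least 1 CPM and no overlap between the groups, and a short list of DKK1 receptor genes, Dkk1, Axin2, Acta2 and Col1a1. Genes named outside this rule come from the fixed lists or are said to have been chosen after their values were seen; which members of the lists to name was also decided after their values were seen.

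The first group of alternatives was DESeq2 size factors, library totals without composition factors, no low-count filter, a minimum of 10 counts in every sample, the replicate block, leaving out each sample in turn, DESeq2 1.42.0, limma-voom, an added minimum of 2-fold, unrounded counts, and the fry test of gene lists. Alternatives chosen after seeing the data were thinning every library to the smallest total, removing each library's trend against GC content and transcript length (splines with 5 degrees of freedom for each), these with the block, DESeq2 with the block, the 2-fold minimum with the block, and fry with the block.

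The procedure was tested on simulated data: 5 simulated data sets with the real genes' means, library sizes, replicate effects and dispersions, each with 200 genes changed 1.5-fold or 2-fold and between 14439 and 14452 genes tested. Without the block, 83.8% of the 2-fold changes and 62.2% of the 1.5-fold changes were recovered, and 1 of 731 calls was false. With the block, 97.0% and 82.8% were recovered, and 72 of 971 calls (7.42%) were false.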

Results

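Gene expression was measured by RNA sequencing in primary mouse lung fibroblasts, to find the genes that respond to DKK1 in cells of wild-type mice. DKK1 (Dickkopf-1) is a secreted protein that binds the Wnt co-receptors LRP5 and LRP6. Cells from 3 control samples and 3 samples treated with recombinant DKK1 at 30 ng/ml for 24 hours were compared. The deposited values were RSEM expected counts per gene, and library totals ranged from 22565917 to 34727102 counts. Control libraries held 24.5 ± 3.27 M counts (SD, n = 3) and DKK1 libraries 28.8 ± 5.84 M counts (SD, n = 3; exact permutation test of unpaired samples, two-sided, p = 0.2, where 3 samples against 3 cannot give less than 0.1). The DKK1 library was the deeper one in each of the 3 same-numbered pairs. The 10 most abundant genes took 6.31% ± 0.0475 of the counts in control libraries and 6.22% ± 0.0566 in DKK1 libraries (SD, n = 3 each; exact permutation test of unpaired samples, two-sided, p = 0.2), and this share was lower with DKK1 in each of the 3 same-numbered pairs. Mitochondrially encoded transcripts made up 1.53% ± 0.0341 of the counts in the control libraries and 1.67% ± 0.0372 in the DKK1 libraries (SD, n = 3 each), with no overlap between the groups (exact permutation test, two-sided, p = 0.1, the smallest possible).

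No library was a copy of another. Counts of replicates within a group differed by more than sampling noise in each of the 6 within-group pairs, with chi-square statistics of 4.90 to 7.63 per degree of freedom over genes with at least 10 counts. Pearson correlations of log2 CPM across genes lay between 0.987 and 0.994 over all 15 pairs of libraries; genes are not independent replicates. The first principal component of log2 CPM carried 32.9% of the variance and separated replicate 3 of both groups from replicates 1 and 2. The second carried 25.5% and separated the DKK1 samples from the control samples.

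**Figure D1:**
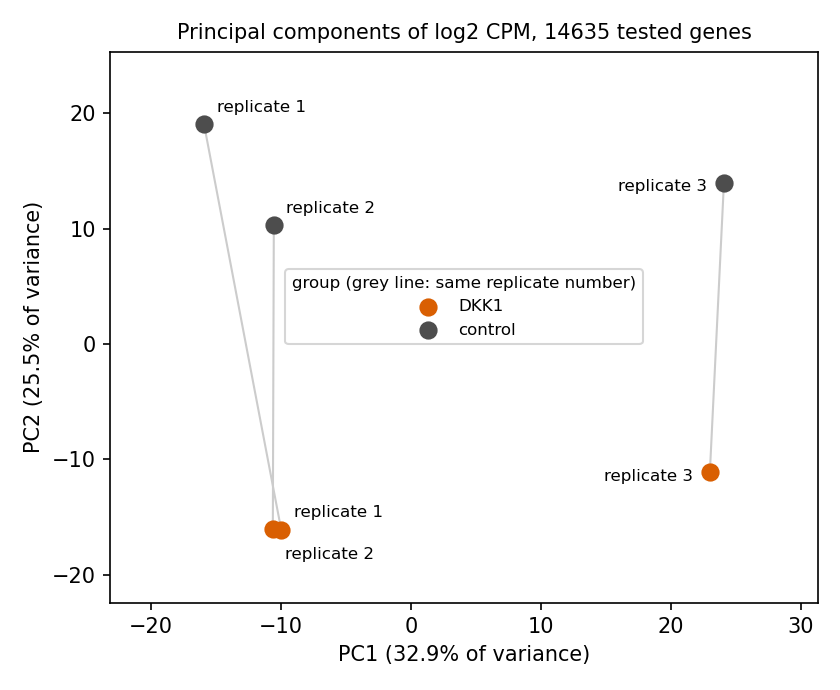
Principal components of log2 CPM over the 14635 tested genes, with the first component (32.9% of variance) on the x axis and the second (25.5%) on the y axis; each point is a library, colour gives the group and grey lines join libraries with the same replicate number. Both replicate 3 libraries lie at the right, at 24.1 (control) and 23.0 (DKK1) on the first component, and the 3 DKK1 libraries lie below the 3 control libraries on the second.

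DKK1 treatment changed the level of 131 of the 14635 tested genes at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), of which 102 were higher and 29 were lower. The median log2 fold change was 0.54 among the genes called higher and -0.36 among those called lower. A change of at least 2-fold was seen in 20 of the genes called higher and in 1 called lower. The gene called lower was Cd247, named here after its values were seen (log2 fold change -5.10, edgeR adjusted p = 0.0231). It stood at 0.425 to 0.795 CPM in control libraries and at most 0.0288 CPM in DKK1 libraries, under the floor of 3 counts. Its low level kept it out of the naming rule used below. In all 131 called genes the values of the groups did not overlap. These genes were selected on the same values, so this is not separate support for the calls. Among all tested genes the groups did not overlap in 16.3%, against 10% given by chance. Samples with the same replicate number deviated together from their group means, with correlations across genes of 0.23 to 0.41 (mean 0.30), and the mean over the same numbers was the highest of the 6 possible pairings; the 5 crossed pairings gave means of -0.19 to 0.16. With the replicate number as a block, 1379 genes were called, 726 higher and 653 lower, and these included all 131 genes called without the block. The biological coefficient of variation fell from 6.99% without the block to 2.30% with it. The median log2 fold change among the called genes was 0.24 for those higher and -0.18 for those lower in the paired fit, and 62 genes called higher and 15 called lower reached 2-fold. The block was the alternative that moved the number of calls most.

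Among called genes with a mean of at least 1 CPM and no overlap between the groups, those with the largest rises were low to moderate in abundance. Lcn2 (ENSMUSG00000026822) rose from 0.256 ± 0.156 CPM in control to 2.56 ± 1.24 CPM in DKK1-treated cells (SD, n = 3 each), a log2 fold change of 3.26 (SE 0.50, edgeR adjusted p = 0.0255); 1 control library held only 2 Lcn2 counts, under the floor of 3. Slpi (ENSMUSG00000017002) rose from 2.16 ± 0.921 to 12.7 ± 1.08 CPM, a log2 fold change of 2.56 (SE 0.22, adjusted p = 0.00237). The chemokine gene Cxcl5 (ENSMUSG00000029371) rose from 7.69 ± 2.11 to 37.3 ± 4.30 CPM, with a log2 fold change of 2.27 (SE 0.16, adjusted p = 0.00154). Cxcl3 (ENSMUSG00000029379), Steap4 (ENSMUSG00000012428) and Serpinb2 (ENSMUSG00000062345) had log2 fold changes of 2.41 (adjusted p = 0.0235), 2.26 (adjusted p = 0.0076) and 1.87 (adjusted p = 0.0456), at mean levels in DKK1-treated cells of 4.68, 2.64 and 4.21 CPM. The expected counts of these 6 genes were whole numbers in all libraries. Serpinb2 overlaps Serpinb10 on the same strand in the annotation.

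Among the called genes that met the same criteria, the largest fall was that of the elastin gene Eln (ENSMUSG00000029675), from 128 ± 21.7 CPM to 64.4 ± 5.23 CPM (SD, n = 3 each), a log2 fold change of -0.996 (SE 0.115, edgeR adjusted p = 0.0076). Rab3b (ENSMUSG00000003411) fell from 8.49 ± 1.04 to 4.84 ± 0.375 CPM, a log2 fold change of -0.81 (SE 0.12, adjusted p = 0.0268). CT010467.1 (ENSMUSG00000106106), annotated as a ribosomal RNA gene, fell from 1288 ± 25.6 to 866 ± 55.4 CPM, a log2 fold change of -0.58 (SE 0.05, adjusted p = 0.0022). Its expected counts were not whole in any of the 6 libraries and it overlaps other annotated genes, so reads were divided among loci and its level is uncertain. Map3k7cl (ENSMUSG00000025610), Cav1 (ENSMUSG00000007655) and Mgll (ENSMUSG00000033174) had log2 fold changes of -0.49 (adjusted p = 0.0183), -0.47 (adjusted p = 0.0164) and -0.43 (adjusted p = 0.0368). Eln, Rab3b, Cav1 and Mgll each overlap a gene annotated on the opposite strand, and the strandedness of the counting was not stated. With the replicate block, the edgeR adjusted p-values of these 12 genes lay between 5.05e-09 (Cxcl5) and 0.000386 (Mgll).

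**Figure D2:**
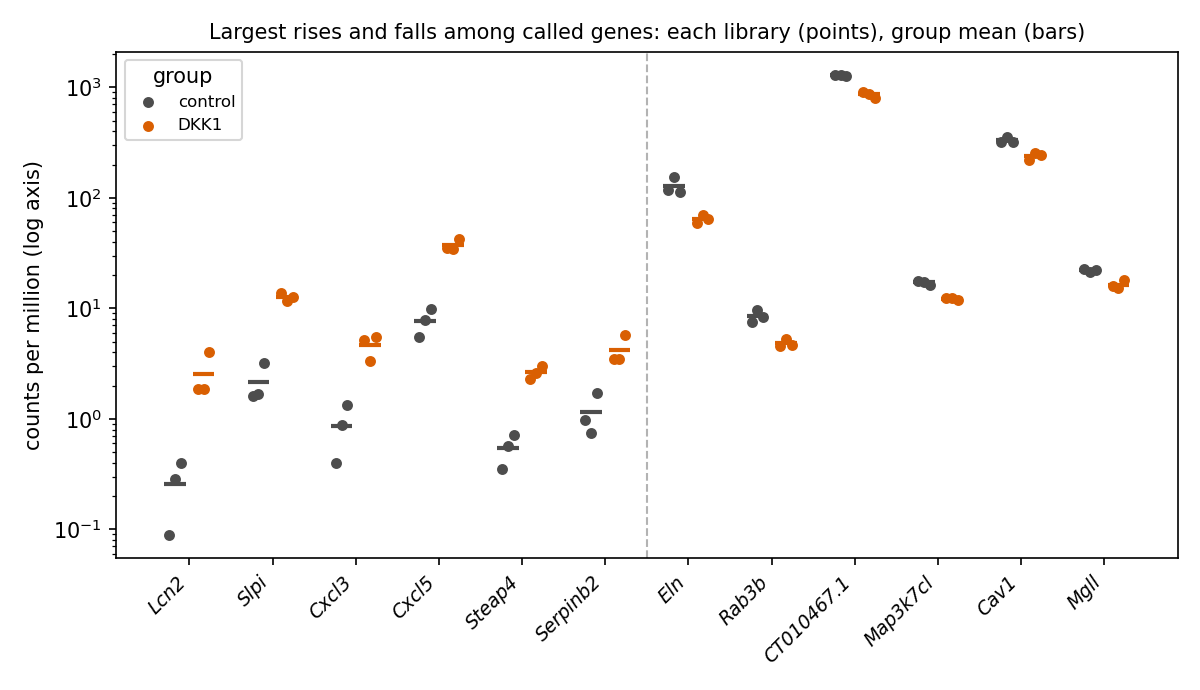
CPM (log axis) of the 6 genes with the largest rises, left of the dashed line, and the 6 with the largest falls, right of it, among called genes with a mean of at least 1 CPM and no overlap between groups; points are libraries, 3 control and 3 DKK1 per gene, and bars are group means. Lcn2 goes from a mean of 0.256 to 2.56 CPM and Eln from 128 to 64.4 CPM.

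Transcripts of DKK1 receptors and of DKK1 itself were examined next. Lrp6 (ENSMUSG00000030201) stood at 149 ± 3.26 CPM in control and 145 ± 5.44 CPM in DKK1-treated cells (SD, n = 3 each), and Lrp5 (ENSMUSG00000024913) at 85.1 ± 9.83 and 84.7 ± 7.75 CPM. Kremen1 (ENSMUSG00000020393) was found at 64.9 ± 2.06 and 61.7 ± 2.56 CPM and Ckap4 (ENSMUSG00000046841) at 530 ± 20.4 and 535 ± 12.2 CPM. None of these 4 genes differed between the groups: edgeR adjusted p-values were 0.643 or more without the block and 0.196 or more with it. Removing the trend against GC content and length changed the sign of the log2 fold change of Lrp5, from -0.01 to 0.05 (adjusted p = 0.925). Kremen2 (ENSMUSG00000040680) had at most 1 count and the endogenous Dkk1 gene (ENSMUSG00000024868) at most 3 counts in any library. Kremen2 stayed under the floor of 3 counts in all libraries and Dkk1 reached it, without exceeding it, in 1 control library; neither was tested.

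Whether Wnt target genes fell with DKK1 was tested on a list of 29 genes, of which 24 were expressed enough to test. Their median log2 fold change was -0.06, with 16 lower and 8 higher, and the list did not differ from the other genes (camera, adjusted p = 0.724; with the replicate block, adjusted p = 0.122). Among single genes 1 was called, Sfrp2, which was higher with a log2 fold change of 1.15 (SE 0.19, edgeR adjusted p = 0.0336 without the block and 0.00196 with it); adjustment over the list alone gave 2 calls. With the block, 5 genes were called over all genes, 2 higher and 3 lower, and 7 over the list alone. Those higher were Sfrp2 and Nkd2, and those lower were Ccn4 (log2 fold change -0.19, edgeR adjusted p = 2.42e-05), Dkk2 and Dkk3. Axin2 (ENSMUSG00000000142) was measured at 1.21 ± 0.159 CPM in control and 1.10 ± 0.278 CPM in DKK1-treated cells (SD, n = 3 each), from 24 to 39 counts per library. Its log2 fold change was -0.16 (SE 0.27, edgeR adjusted p = 0.899; with the block -0.18, SE 0.28, adjusted p = 0.781), so a change of modest size was not detectable at this depth.

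The inflammatory mediator list, of which 24 of 30 genes were tested, was higher after DKK1 with a median log2 fold change of 0.85 and 20 of 24 genes higher (camera, adjusted p = 9.4e-46; with the replicate block, adjusted p = 4.48e-55). The choice of set test moved this p-value most: fry gave an adjusted p of 0.00278 without the block and 0.0125 with it. Without the block, 10 genes were called over all genes, all higher, and 16 over the list alone; with the block, 17 were called over all genes, 15 higher and 2 lower. Il6 (ENSMUSG00000025746) rose from 12.2 ± 1.67 to 31.5 ± 1.91 CPM (SD, n = 3 each), a log2 fold change of 1.37 (SE 0.09, edgeR adjusted p = 0.00154). Ccl2 rose from 30.5 ± 5.80 to 73.6 ± 19.2 CPM, a log2 fold change of 1.27 (SE 0.19, adjusted p = 0.0236). Ccl7 and Cxcl1 rose by log2 fold changes of 1.30 (adjusted p = 0.00426) and 1.82 (adjusted p = 0.0076). Ptgs2, the most abundant of the called mediators named here, rose from 686 ± 106 to 1021 ± 84.4 CPM, a log2 fold change of 0.57 (SE 0.10, adjusted p = 0.0464). With the block, the edgeR adjusted p-values of these 5 genes lay between 5.05e-09 (Ccl2) and 1.04e-05 (Cxcl1). Saa3 rose from 1.84 ± 1.90 to 10.4 ± 2.82 CPM, with an edgeR adjusted p of 0.0922 without the block and 5e-05 with it.

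The matrix and contractile list, tested with all 30 of its genes, was lower after DKK1, with a small median log2 fold change of -0.10 and 22 of 30 genes lower (camera, adjusted p = 2.91e-06; with the replicate block, adjusted p = 1.75e-13; fry, adjusted p = 0.00278 without and 0.00842 with the block). Without the block, 3 genes were called over all genes: Eln and Myh11, both lower, and Timp1, which was higher. Adjustment over the list alone gave 8 calls. Myh11 fell from 336 ± 2.00 to 274.3 ± 2.27 CPM (SD, n = 3 each), a log2 fold change of -0.30 (SE 0.03, edgeR adjusted p = 0.00387), and Timp1 rose from 355 ± 12.7 to 450 ± 21.5 CPM, a log2 fold change of 0.34 (SE 0.05, adjusted p = 0.0145). With the block, the edgeR adjusted p was 8.2e-07 for Myh11 and 1.93e-07 for Timp1. With the block, 23 genes were called, 19 lower and 4 higher. Acta2 (ENSMUSG00000035783), which encodes alpha-smooth muscle actin, measured 5933 ± 425 CPM in control and 5145 ± 507 CPM in DKK1-treated cells. Its log2 fold change of -0.21 was not called when samples were treated as unpaired (SE 0.07, edgeR unadjusted p = 0.0162, adjusted p = 0.3) and was called in the paired fit (SE 0.02, adjusted p = 4.16e-06), with a fall in each of the 3 pairs. Part of its expected counts were not whole in all 6 libraries. Col1a1 (ENSMUSG00000001506) had a log2 fold change of -0.10 (edgeR adjusted p = 0.617 without the block and 0.00107 with it). With the block and the GC and length trend removed, it was -0.05 and not called (adjusted p = 0.0899).

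The cell cycle list did not pass the threshold (30 genes tested, median log2 fold change 0.03, 25 higher and 5 lower, camera adjusted p = 0.0598; with the replicate block, 0.0767). Of its genes 0 were called without the block, where 1 had an unadjusted p under 0.05, and 1 was called with it, higher. The interferon response list was slightly higher, with a median log2 fold change of 0.13 and 23 of 27 tested genes higher (camera, adjusted p = 0.00142; with the block, adjusted p = 0.0454). No gene of the interferon list was called over all genes without the block, where 6 had an unadjusted p under 0.05, and 3 were called with it. Under fry without the block this list was not called (adjusted p = 0.0919).

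**Figure D3:**
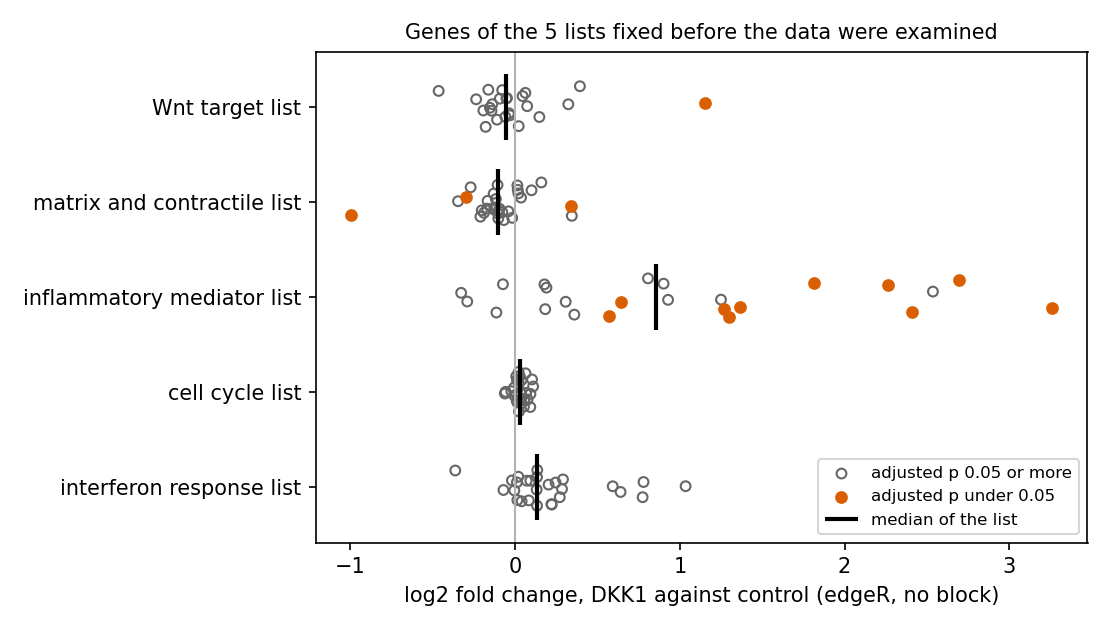
Log2 fold change of DKK1 against control (x axis, edgeR fit without the block) for each tested gene of the 5 gene lists; filled points have an adjusted p under 0.05, open points do not, and vertical bars mark the median of each list. The inflammatory mediator list lies to the right with a median of 0.85, while the medians of the other 4 lists lie between -0.10 and 0.13.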

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

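The 131 calls (102 higher, 29 lower) changed by less than 1.5 times under DESeq2 size factors, library totals, a minimum of 10 counts in every sample, limma-voom, unrounded counts, equal depth, and the removal of the GC and length trend; these 7 fits called 129 to 135 genes and shared 114 to 131 with the calls above. Larger counts came from 3 choices. Without a low-count filter 329 genes were called (241 higher, 88 lower), including all 131. DESeq2 called 289 (204 higher, 85 lower), including 130 of them, and with the block 558 (340 higher, 218 lower), including 125. The replicate block in edgeR called 1379 (726 higher, 653 lower), and the share called higher went from 77.9% to 52.6%. The block at equal depth called 1273 (673 higher, 600 lower) and the block with the GC and length trend removed called 1330 (720 higher, 610 lower). A minimum of 2-fold left 21 genes (20 higher, 1 lower) without the block and 77 (62 higher, 15 lower) with it. The fits with the block in edgeR and DESeq2 also differ in the genes tested: 14635 after filtering in edgeR, and 23883 in DESeq2, which then applies a filter of its own. The cause of the gap between them was not tested.

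Leaving out 1 sample gave from 36 to 139 calls across the 6 fits, with 29 to 110 higher and 5 to 29 lower; from 36 to 98 of the 131 genes were among them. The highest count came without DKK1 replicate 3. Of the genes named as called without the block, Slpi, Cxcl5, Il6, Ccl7, Myh11, CT010467.1, Frzb and Col6a3 were called in all 6 of these fits. Rab3b and Sfrp2 were called in none of them. Serpinb2, Mgll, Ptgs2 and Sfrp1 lost the call in 5, Lcn2 and Map3k7cl in 4, Cxcl3, Cav1 and Timp1 in 3, Ccl2 in 2, and Eln, Steap4 and Cxcl1 in 1. None of these genes changed sign. Cd247 was not followed in these fits.

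The inflammatory mediator and the matrix and contractile lists kept their direction and stayed past the threshold in all 17 alternatives run for each, with median log2 fold changes of 0.605 to 1.06 and -0.13 to -0.06. Removing the GC and length trend moved the matrix and contractile median from -0.103 to -0.0671 (camera adjusted p = 0.00213). With the block as well, its median was -0.0677 (camera adjusted p = 0.00106), so part of this small fall went with GC content and length. The Wnt target list was past the threshold in none of its 17 (adjusted p from 0.0595, with fry and the block, to 0.99). Its median log2 fold change ranged from -0.0631 to -0.0282 across the 6 fits that each left out 1 sample. The interferon response list passed in 16 and did not pass under fry (adjusted p = 0.0919); its adjusted p in the other alternatives run was between 3.61e-05 and 0.0454. Its median log2 fold change, 0.13 with all samples, ranged from 0.036 to 0.217 across the 6 fits that each left out 1 sample. The cell cycle list changed side: it passed with library totals only (adjusted p = 0.042), without a low-count filter (0.026) and under fry with the block (0.0447), and ranged from 0.00135 to 0.827 across the 6 fits that each left out 1 sample, past the threshold in 3 of them and with a median log2 fold change of 0 at the upper end. The cause was not tested.

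Among single genes the sign changed only for genes that were not called in the unpaired fit. Lrp5 went from -0.01 to 0.0451 with the GC and length trend removed and to 0.0468 with that and the block; the cause was not tested. Across the fits that each left out 1 sample, log2 fold changes ranged from -0.0898 to 0.0886 for Lrp5, from -0.0193 to 0.0437 for Ckap4, from -0.354 to 0.0287 for Axin2, from -0.491 to 0.0868 for Ptprc and from -0.455 to 0.0475 for Csf1r. With the block and the GC and length trend removed, Col1a1 went from -0.10 to -0.05 and was no longer called (edgeR adjusted p = 0.0899, against 0.00107 with the block alone). With DESeq2 and the block, Sfrp2 (adjusted p = 0.0686), Csf1r (0.495) and Adgre1 (0.092) were not called, against 0.00196, 0.0364 and 0.00179 in edgeR with the block. Of the 814 comparisons of a named gene with an alternative, 669 kept direction and side, 74 became calls (53 of them in fits with the block) and 59 lost the call (54 of them in fits that left out 1 sample).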

Other observations

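The tests of how the samples were split, of false calls in simulated data, of depth, GC content, composition and shared reads, and of the added gene lists were set down before their results were seen, though the reading of the general myeloid list as a measure of macrophage number was changed after its value was seen; the tests of the crossed pairings, the sex-linked transcripts, the residual cell markers, the split count with the block, the interferon list as a sign of endotoxin and the structural RNAs were chosen after the pattern they bear on had been seen.

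With 3 samples against 3 the split of the samples can be tested only coarsely. Of the 10 splits of the 6 samples into 3 and 3, 4 part all 3 same-numbered pairs, and of these 4, 1 (the real one) gave as many calls; the other 3 gave 0 calls, without the block and with it (148 to 197 genes at an unadjusted p under 0.05 without the block, against 1544 for the real split). The 6 remaining splits, which keep 2 pairs together and part 1, also gave 0 calls (620 to 1215 genes at an unadjusted p under 0.05). For the matrix and contractile, inflammatory mediator, cell cycle and interferon response lists, 1 of the 4 pair-parting splits (the real one) gave a camera p-value as small; for the Wnt target list it was 2 of 4. The other 3 pair-parting splits also carry part of the treatment effect, since each sets 2 samples of one group and 1 of the other against the rest. Their unadjusted camera p-values ran from 1.59e-07 to 0.151 for the mediators, from 0.0274 to 0.0747 for the matrix and contractile list and from 0.0375 to 0.125 for the interferon list. Among the 6 other splits, 2 gave a smaller p for the interferon list, 3 for the Wnt target list and 4 for the cell cycle list. Their smallest unadjusted camera p was 8.91e-05 for the interferon list and 1.36e-07 for the cell cycle list. The real split gave unadjusted camera p-values of 0.000855 and 0.0478 for these lists. Small camera p-values without the block therefore also arose in splits that gave 0 calls. These 6 splits mix treatment with replicate and do not separate the effect of either. A share under 0.05 is out of reach with 4 splits, so chance cannot be excluded by this count for any of these results.

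The most consequential choice in these data was the block, which raised the calls from 131 to 1379. A candidate explanation is that same-numbered samples were grown from one preparation of cells. Under the 5 crossed pairings the block gave at most 250 calls, far from the 1379 of the numbers in the labels. Sex-linked transcripts gave a separate test. All 6 libraries held both Xist (111 to 226 CPM) and Y-linked transcripts of 4 genes (85.0 to 122 CPM), as in a mix of cells of both sexes, and the log2 ratio of Xist to Y-linked counts was 0.21 and 0.19 in replicate 1 (control and DKK1), 1.32 and 1.41 in replicate 2, and 0.08 and -0.14 in replicate 3. Differences between replicate numbers were on average 8.69 times those within same-numbered pairs, but this rests on replicate 2: the largest difference within a pair (0.216) exceeded the smallest between numbers (0.125), so these transcripts do not tell replicates 1 and 3 apart. In simulated data with the real replicate effects, 7.42% of the calls made with the block were false. The simulation has the pairing built in, so its rate of false calls applies only if the numbers do pair the samples. It also changed only 200 genes, by 1.5-fold or 2-fold. The real calls with the block had median log2 fold changes of 0.24 (higher) and -0.18 (lower). The rate of false calls among changes of that size and number was not measured. These tests are consistent with paired cultures, though the sex-linked transcripts bear on replicate 2 alone; the labels do not state it, and the number of calls rests on that reading.

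Replicate 3 of both groups differed from the others in the markers of other lung cells. Marker lists were highest in replicate 3 of both groups for 3 of 3 cell types: epithelial (1.30 and 1.58 higher in the mean log2(CPM + 1) than replicates 1 and 2, in control and DKK1), endothelial (1.12 and 1.01) and leukocyte (0.76 and 0.70), while fibroblast markers differed by -0.10 and -0.12. One hypothesis is that the cultures carried different amounts of residual other cells, which may be part of what the first principal component and the block pick up; no independent measure of cell composition was used here.

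The rise of the inflammatory mediators was weighed against technical explanations. The median log2 fold change of the list went from 0.85 to 0.75 at equal depth (camera adjusted p = 1.16e-45) and to 0.83 with the GC and length trend removed (adjusted p = 1.54e-15; 2.67e-61 to 0.0125 over all 17 alternatives), so these corrections did not remove the rise. Scaling by library totals gave 2.03e-44, but a scaling shifts all genes alike and camera compares a list with the other genes, so this value tests little. The same reasoning leaves a few abundant genes without a way to raise this list alone through the scaling, and TMM factors lay between 0.993 and 1.01. The median log2 fold change of all tested genes was -0.00091, but TMM scaling sets this median near 0, so it tests nothing here. Of the 10 mediators called without the block, 0 had counts that were not whole in 3 or more libraries. Division of reads between near-identical genes therefore does not account for the rise of these 10 genes. This count does not cover the other tested genes of the list. More leukocytes in the treated cultures would raise leukocyte genes in general, but the median log2 fold change of 11 general myeloid genes was 0.0399 in the paired fit, against 0.85 for the mediators, with 6 of the 11 higher. With the block, 3 of these genes were called higher and 2 lower, and the list had a camera adjusted p of 0.0428 for a rise, against 0.423 without the block. The separate list of 6 leukocyte markers had a median of -0.05 with the block, 3 higher and 3 lower (camera, adjusted p = 0.406 over the 10 marker and added lists). The mean log2(CPM + 1) of these 6 markers was nevertheless higher with DKK1 in each same-numbered pair. It went from 3.82 to 4.01 in replicate 1, from 3.90 to 4.07 in replicate 2 and from 4.61 to 4.75 in replicate 3. Among these 6 markers S100a8 had the largest log2 fold change (1.502 with the block), and Adgre1 (0.54) and Lyz2 were also higher. Ptprc, Cd68 and Csf1r had negative log2 fold changes with the block. The higher mean was therefore not a rise shared by the 6 markers. A part played by more leukocytes is not excluded. Endotoxin carried with a recombinant protein could raise the same mediators. The interferon response list, which endotoxin can also raise, had an adjusted p of 0.0454 with the block (3.61e-05 to 0.0919 over its 17 alternatives). Its median log2 fold change was only 0.13 (0.036 to 0.217 across the fits that left out 1 sample). These values neither exclude nor establish a part played by endotoxin. The pattern cannot be told apart from that explanation, and a control with inactivated protein was not analysed here.

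Another pattern concerns macrophage genes. The complement genes C1qa, C1qb and C1qc fell by 1.33, 1.46 and 1.41 on the log2 scale with the block (edgeR adjusted p = 0.000141, 1.61e-05 and 5.07e-05), while Marco, Mmp12 and Arg1 rose by 1.67, 1.33 and 2.09 (adjusted p = 2.51e-07, 7.55e-06 and 2.04e-05), each in all 3 pairs. None was called in the unpaired fit with the default filter, but other unpaired fits called some of them: without a low-count filter all but C1qa, without DKK1 replicate 3 the C1q genes, and without control replicate 3 Marco and Mmp12. Replicate 3 was highest in leukocyte markers in both groups, so leaving it out of 1 group unbalances the fit. C1qa stood at -2.07 without DKK1 replicate 3 but at -0.93 without control replicate 3 (edgeR adjusted p = 0.614). Mmp12 stood at 1.93 without control replicate 3 but at 0.93 without DKK1 replicate 3 (adjusted p = 0.49). The calls in these unbalanced fits are therefore not separate support for the pattern. These 6 genes were chosen after their values were seen. Ptprc was not called (log2 fold change -0.15, adjusted p = 0.373 with the block) and Csf1r was called lower (-0.25, adjusted p = 0.0364), while Adgre1 and S100a8 of the same leukocyte marker list were called higher (0.54, adjusted p = 0.00179, and 1.502, adjusted p = 0.000308). The hypothesis is that residual macrophages in the cultures changed state, and it was tested on lists that leave these 6 genes out. Of the tissue macrophage genes 10 were tested, and the list was lower (median log2 fold change -0.12, 7 of 10 lower, camera adjusted p over 3 lists = 0.0161) and 11 activated macrophage genes were higher (median 0.27, 9 of 11 higher, adjusted p = 0.0283). In the tissue macrophage list, Gas6 (-0.34, edgeR adjusted p = 2.98e-05) and Mrc1 (-0.45, adjusted p = 0.000384) were called lower with the block. Gas6 and Maf, its most abundant genes, were not highest in replicate 3 in either group, unlike the leukocyte marker list. The fall of this list may therefore not come from macrophages alone. General myeloid genes were split, 6 higher and 5 lower with a median of 0.0399, yet camera gave an adjusted p of 0.0428 for a rise. Read by that p alone, as first set up, this test would count for a change in macrophage number; the median was added to the reading after the value was seen, and a change in number cannot be excluded. Both state lists moved by small amounts, and without the block the tissue macrophage list had an adjusted p of 0.0501, the activated list 0.0168 and the general myeloid list 0.423. Adjusted over all 10 marker and added lists instead of 3, the paired values were 0.0538 (tissue), 0.0942 (activated) and 0.143 (general), none past 0.05, so the support for this hypothesis is weak. If the hypothesis holds, part of the response read as that of fibroblasts, the mediators included, may come from other cells; these bulk libraries do not separate them.

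Other genes that stood out were Sfrp1, Sfrp2 and Frzb, secreted antagonists of Wnt, which were higher by log2 fold changes of 0.53, 1.15 and 0.70 (edgeR adjusted p = 0.026, 0.0336 and 0.0022 without the block, and 4.11e-08, 0.00196 and 1.12e-06 with it), chosen after their values were seen except Sfrp2, a member of the Wnt list. Of the other antagonists expressed enough to test, 2 were higher (Igfbp4 and Notum) and 2 lower (Dkk2 and Dkk3). Dkk2, Dkk3 and Notum also belong to the Wnt target list. With the block, Igfbp4 was called higher (0.22, edgeR adjusted p = 0.00168). Dkk2 (-0.15, edgeR adjusted p = 0.023) and Dkk3 (-0.14, adjusted p = 0.00281) were called lower. A general rise of these others was not found (camera with the block, adjusted p = 0.775 over the 10 marker and added lists, from an unadjusted value of 0.62). Sfrp1 and Frzb rose while Axin2 was not called and the Wnt target list as a whole did not differ from the other genes. With the block, however, 5 single genes of that list were called, in both directions. The pattern is one to check by another method. Col6a3, also chosen after its values were seen, differed by far more than its spread between replicates, with 689 ± 6.30 CPM in control and 521 ± 5.53 CPM after DKK1 (SD, n = 3 each; log2 fold change -0.41, edgeR adjusted p = 0.00154 without the block and 2.38e-08 with it).

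The ribosomal RNA gene CT010467.1, the third largest fall by the naming rule, may reflect how much ribosomal RNA was carried into the libraries. The other nuclear ribosomal and small structural RNA genes, with mitochondrial ribosomal RNA left out, were together higher, not lower, after DKK1 in each of the 3 pairs, by 0.19 on average on the log2 scale, from sums of only 17.9 to 25.8 CPM. The opposite signs leave the source of the fall open, and it cannot be told apart from a difference in library preparation.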
